# Baicalin Promotes Mammary Gland Development via Steroid-Like Activities

**DOI:** 10.3389/fcell.2021.682469

**Published:** 2021-07-06

**Authors:** Weizhen Chen, Wei Wei, Liya Yu, Xin Zhang, Fujing Huang, Qiping Zheng, Lingli Wang, Cheguo Cai

**Keywords:** baicalin, mammary stem cell, mammary development, breast cancer, steroid hormone

## Abstract

Baicalin, the main flavonoid component extracted from *Scutellaria* roots, has a variety of biological activities and is therefore used in the treatment of many kinds of diseases. However, whether baicalin affects the normal development of tissues and organs is still unclear. Here, using a mouse mammary gland model, we investigated the effects of baicalin on the expansion of mammary stem cells (MaSCs) and mammary development, as well as breast cancer progression. Interestingly, we found that baicalin administration significantly accelerates duct elongation at puberty, and promotes alveolar development and facilitates milk secretion during pregnancy. Furthermore, self-renewal of MaSCs was significantly promoted in the presence of baicalin. Moreover, in a tumor xenograft model, baicalin promoted tumor growth of the MDA-MB-231 cell line, but suppressed tumor growth of the ZR-751 cell line. Mechanistically, baicalin can induce expression of the protein C receptor, while inhibiting the expression of the estrogen receptor. Transcriptome analysis revealed that baicalin is involved in signaling pathways related to mammary gland development, immune response, and cell cycle control. Taken together, our results from comprehensive investigation of the biological activity of baicalin provide a theoretical basis for its rational clinical application.

## Introduction

Baicalin (7-glucuronic acid, 5,6-dihydroxy-flavone, Figure 1B) is a flavonoid monomer extracted from the root of *Scutellaria baicalensis*, a Traditional Chinese Medicine (TCM) (Zhang et al., 2017). Previous studies have demonstrated that baicalin can attenuate the progress of certain of diseases and relieve pain. Baicalin has also been reported to participate in many kinds of biological processes, and is therefore used as a therapeutic for a variety of diseases including cancer. For example, it can initiate reprogramming of tumor-associated macrophages into M1-like macrophages and promote the production of pro-inflammatory cytokines, thereby suppressing the growth of hepatocellular carcinoma tumors (Tan et al., 2015); it can up-regulate *DEPP* expression and induce cellular senescence in human colon cancer (Wang Z. et al., 2018). Baicalin is also used in the treatment of other diseases. It can promote osteoblast differentiation through Wnt/β-catenin signal transduction, and is used in the treatment of post-menopausal osteoporosis (Guo et al., 2011). It can attenuate hyperglycemia-induced malformation of the cardiovascular system (Wang G. et al., 2018), activate hepatic CPT1 to ameliorate diet-induced obesity and hepatic steatosis (Dai et al., 2018), and ameliorate lupus autoimmunity (Yang et al., 2019). It also can inhibit the TGF-β1-mediated epithelial-mesenchymal transition, cell growth, and migration of human breast cancer cells (Chung et al., 2015). However, these previous studies on baicalin mainly focused on pathological states. The regulatory effect of baicalin on the physiological state of organisms remains unclear. Moreover, a systematic understanding of the molecular signals induced by baicalin is lacking.

**FIGURE 1:**
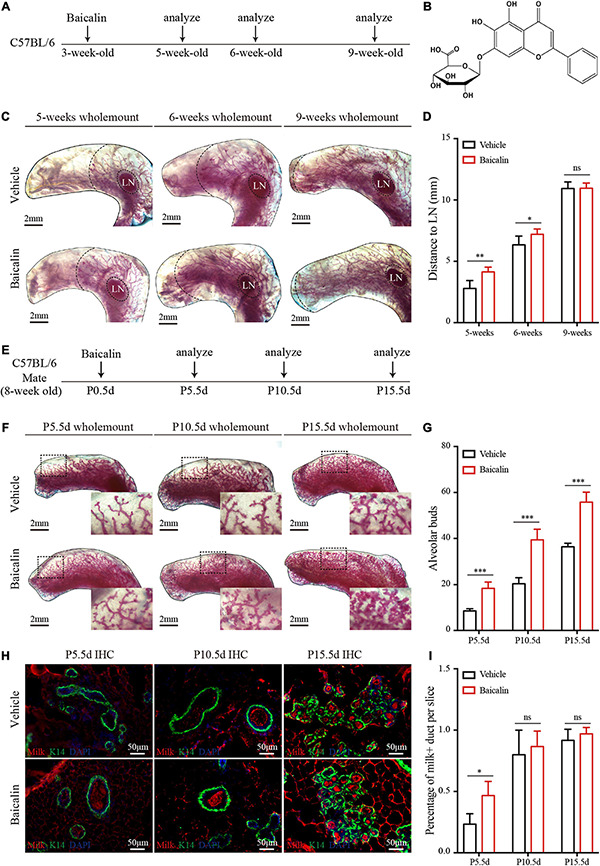
Baicalin accelerates mammary development during puberty and pregnancy. **(A)** Illustration of the baicalin stimulation strategy using C57BL/6 mice from puberty to adulthood. The mice were treated with baicalin at the start of puberty, when the mice were 3 weeks old. The mammary glands were harvested from 5-, 6-, and 9-week-old mice. **(B)** The chemical structure of baicalin. **(C)** Wholemount carmine staining (red) of mammary glands isolated from 3- to 9-week-old female mice. The data represent three independent experiments. **(D)** Quantification of duct elongation indicates that baicalin accelerates the elongation of mammary gland ducts at 5 and 6 weeks, but not at 9 weeks. Student’s *t*-test: **P < 0.01; *P < 0.05; ns, not significant. **(E)** Illustration of the baicalin stimulation strategy using C57BL/6 mice during pregnancy. To study the role of baicalin in pregnancy, pregnant 8-week-old mice were treated with baicalin at day 0.5 of pregnancy (P0.5d) every day until sample collection. The mammary glands were harvested at P5.5d, P10.5d, and P15.5d. **(F)** Wholemount carmine staining (red) of mammary glands isolated from pregnant female mice. The black box indicates the focal structure. The data represent three independent experiments. **(G)** Quantification of alveolar cells indicates that baicalin increases the formation of alveolar cells at P5.5d, P10.5d, and P15.5d. Student’s *t*-test: ***P < 0.001; ns, not significant. **(H)** Images of sections from pregnant mice showing milk secretion. Scale bar, 50 μm. **(I)** Quantification of milk secretion indicates that baicalin can induce the production of milk at P5.5d, but not at P10.5d and P15.5d. Student’s *t*-test: * *P* < 0.05; ns, not significant.

Because of its accessibility and unique postnatal development, the mammary gland is an excellent model for studying the development of tissues and organs and adult stem cell behavior (Stingl et al., 2006; Van Keymeulen et al., 2011; Zhao et al., 2017; Chakrabarti et al., 2018). It is an epithelial organ and is composed of a branching network of ducts and lobuloalveolar structures. There are two primary epithelial cell lineages: myoepithelial (basal, Lin^–^CD29^*hi*^CD24^+^) and luminal (Lin^–^CD29^*lo*^CD24^+^) cells (Shackleton et al., 2006). Mammary gland development is accomplished postnatally and is governed by the concerted action of systemic hormones and local growth factors (Fu et al., 2019). Estrogen and progesterone are two important mitogens of mammary cells at puberty and during pregnancy (Feng et al., 2007; Brisken and Ataca, 2015), and their receptors are expressed in mammary luminal cells. Estrogen signaling regulates mammary ductal elongation at puberty (Mallepell et al., 2006), and progesterone signaling induces side-branching of the mammary gland duct and contributes to alveologenesis during pregnancy (Brisken et al., 1998). MaSCs are located in the mammary basal layer and have the ability to self-renew as well as to differentiate into luminal cells, which is critical for mammary gland maintenance and regeneration. Wnt/β-catenin signaling is one of the most important local growth factors that promote the self-renewal of mammary stem cells (MaSCs) (Badders et al., 2009; Zeng and Nusse, 2010; van Amerongen et al., 2012). MaSCs can be labeled by the protein C receptor (Procr), which is encoded by the target gene of the Wnt/β-catenin signaling pathway (Wang et al., 2015). *In vitro* expansion of MaSCs has always been difficult because they tend to differentiate in the absence of proper self-renewing signals. Zeng et al. established a three-dimensional (3D) culture system, and found that MaSCs cultured in this system can maintain self-renewal for a long time in the presence of Wnt3a (Zeng and Nusse, 2010). Subsequently, Cai et al. (2014) found that Wnt4 and Rspo1 can maintain the proliferation of MaSCs *in vivo*, and that Wnt4 and Rspo1 are regulated by estrogen (E2) and progesterone (PG). Based on this finding, they established a culture system using E2 and PG to expand MaSCs *in vitro* (Cai et al., 2014). However, Wnt3a purification has proven difficult. In addition, combined E2 and PG treatment easily causes side effects, which makes it not conducive to clinical application. Therefore, it is important to look for new alternative and economic methods to expand MaSCs *in vitro*.

Although baicalin, which is a flavonoid, has been reported to have estrogen-like biological activity and can activate the Wnt signaling pathway (Guo et al., 2011; Zhang et al., 2015), its roles in stem cell biology and in regulating organ development have rarely been reported. Moreover, like most TCMs, a comprehensive understanding of the molecular mechanism underlying baicalin function is still lacking. In this study, using a mammary gland model, we investigated the estrogen-like biological function of baicalin and its underlying mechanism in the regulation of MaSC self-renewal, mammary development, and breast cancer oncogenesis. The results from our study not only provide insights into the mechanism by which baicalin regulates MaSC self-renewal and mammary development, but also provide exciting opportunities for the development of baicalin as a treatment for mammary dysplasia caused by hormone secretion disorders.

## Materials and Methods

### Experimental Animals

C57BL/6, Actin-DsRed (Jackson Laboratories), and nude strains were used in this study. All of the mice (3 weeks old) were purchased from Nanjing Biomedical Research Institute of Nanjing University and were maintained in a specific-pathogen-free (SPF) animal facility. Experimental procedures were approved by the Animal Care and Use Committee of Wuhan University.

### Reagents and Determination of the Baicalin Dose

Baicalin (∼95% purity) was purchased from Sigma-Aldrich, Co. (St. Louis, United States), and dissolved in sterile 0.9% NaCl when it was used. According to previous results (Zhang et al., 2015; Huang et al., 2016; Wang Z. et al., 2018; Yang et al., 2019), 50–200 mg/kg body weight (BW) of baicalin administered via intraperitoneal injection has a significant effect on the physiological and pathological states of mouse models. In our pretest, we intraperitoneally injected different doses (50, 100, and 200 mg/kg BW) of baicalin into 3-week-old C57 mice and found that 100 mg/kg BW of baicalin could increase mammary gland development without side effects. Thus, we chose 100 mg/kg BW of baicalin for the mammary development model. In addition, in our pretest we also found that 200 mg/kg BW of baicalin could promote tumor growth of the MDA-MB-231 cell line, but significantly suppressed tumor growth of the ZR-75-1 cell line without side effects. Therefore, 200 mg/kg BW of baicalin was useful for the breast cancer model. In the 3D culture model, 100 μM baicalin could significantly increase the number and size of basal cell colonies, and reduced the colony size and number of luminal cells. Therefore, 100 μM baicalin was chosen for the 3D culture model.

### Baicalin Administration

Thirty-six C57BL/6 mice (3 weeks old) were randomly divided into two groups. One group was intraperitoneally injected with 100 mg/kg BW baicalin every day for 6 weeks, and the other group was injected with an equal amount of vehicle as a control. The fourth mammary glands of 5-, 6-, and 9-week-old mice were harvested. In addition, 36 pregnant females (C57BL/6) were weighed and randomly allocated into control and experimental groups at P0.5d. The experimental group was intraperitoneally injected with 100 mg/kg baicalin every day, and the control group was injected with an equal amount of vehicle until P15.5d. The fourth mammary gland samples were harvested at P5.5d, P10.5d, and P15.5d.

### Ovariectomy and Baicalin Replacement

Ovariectomies were conducted on Actin-DsRed mice (3 weeks old) using a conventional protocol. In brief, the mice were unilaterally ovariectomized and allowed to recover for 1 week. Baicalin (100 mg/kg BW) was then intraperitoneally injected every day. After 3 and 5 weeks, mammary glands were harvested for analysis.

### Primary Cell Preparation

Mammary glands were isolated from 6- to 9-week-old virgin or other female mice at specified stages. Minced tissue was placed in culture medium [RPMI 1640 with 25 mM HEPES, 5% fetal bovine serum (FBS), 1% penicillin-streptomycin-glutamine, 300 U/ml collagenase III (Worthington)] and digested for 2 h at 37°C. After lysis of the red blood cells in NH_4_Cl, a single-cell suspension was obtained by sequential incubation with 0.25% trypsin-EDTA at 37°C for 5 min and 0.1 mg/ml DNase I (Sigma) for 5 min with gentle pipetting, followed by filtration through 70-μm cell strainers. The total primary mammary gland epithelial cells that were obtained were cultured in DMEM high glucose medium (Hyclone) supplemented with 10% FBS, 100 units/ml streptomycin, 100 units/ml penicillin, and 0.3 mg/ml L-glutamine at 37°C and 5% CO_2_. The medium was changed every day until cell collection.

### Cell Labeling and Flow Cytometry

For cell labeling, the following antibodies were used: FITC-conjugated CD31, CD45, and TER119 (Pharmingen^TM^), CD24-PE/cy7 (Biolegend), CD29-APC (Biolegend), Procr (eBioscience), and Sca1 (eBioscience). Antibodies were incubated on ice for 20 min in PBS with 5% FBS. Before cell sorting and analysis, cells were filtered through 40-μm strainers. All cell sorting assays were performed using a FACS Aria (BD, United States). All analyses were performed using an LSRFortessaX20 (BD, United States). The purity of sorted cell populations was routinely checked and ensured to be more than 95%.

### *In vitro* Colony Formation Assay

FACS-sorted cells were resuspended at a density of 4 × 10^5^ cells per milliliter in chilled 100% growth factor-reduced Matrigel (BD Bioscience), and the mixture was allowed to polymerize before covering with culture medium [DMEM/F12; ITS (1:100; Sigma); 50 ng/ml EGF; and either DMSO or 100 μM baicalin]. Culture medium was changed every 24 h. Primary colony numbers were scored after 6–7 days in culture. For passaging colonies, the medium was aspirated, and Matrigel was digested by incubation in 500 μl of Matrigel recovery solution (BD Bioscience) for 1 h on ice. Colonies released from Matrigel were harvested after centrifuging. Cells were obtained through incubation with 0.25% Trypsin-EDTA for 5 min at 37°C followed by gentle pipetting. Cells were then replated in Matrigel as described above. In assays examining the requirement for baicalin in maintaining stem cell properties, baicalin was withdrawn for 5 days in secondary culture prior to transplantation.

### Mammary Fat Pad Transplantation and Analysis

The basal colonies were resuspended in 50% Matrigel in PBS with 50% FBS, and 0.04% Trypan Blue (Sigma) and 10 μl of the mixture was injected into the cleared fat pads of 3-week-old nude females. Reconstituted mammary glands were harvested 6–10 weeks after surgery. Outgrowths were detected under a dissection microscope (Leica) after carmine staining. Outgrowths with > 10% of the host fat pad filled were scored as positive.

### Cell Culture

Eph4, MDA-MB-231, ZR-75-1, and 293T cells were cultured in DMEM-high glucose medium (Hyclone) supplemented with 10% FBS, 100 units/ml streptomycin, 100 units/ml penicillin, and 0.3 mg/ml L-glutamine at 37°C and 5% CO_2_. The medium was changed every day, and cells were passaged every 2 days.

### RT-qPCR

Total RNA was extracted using RNAiso plus (Takara), and the PrimeScript RT Master Mix Kit (Takara) with oligo (dT) primers was used for the reverse transcription reaction. RT-qPCR was performed using a CFX (Bio-Rad) with a FastStart Universal SYBR Green Master Mix Kit (Roche). *Gapdh* served as an internal control. The reaction mixtures were incubated at 95°C for 10 min, followed by 39 cycles of 15 s at 95°C and 30 s at 60°C. Primers used in this study are listed in Table 1.

**TABLE 1:** Primers designed for real-time RT-qPCR.

**Name**	**RefSeqID**	**Sense primer (5′–3′)**	**Antisense primer (5′–3′)**	**Amplicon (bp)**
*Gapdh*	NM_008085	TGGATTTGGACGCATTGGTC	TTTGCACTGGTACGTGTTGAT	211
*Procr*	NM_011171	AATGCCTACAACCGGACTCG	ACCAGTGATGTGTAAGAGCGA	131
*Esr1*	NM_007956	CCTCCCGCCTTCTACAGGT	CACACGGCACAGTAGCGAG	128
*Elf5*	NM_010125	ATGTTGGACTCCGTAACCCAT	GCAGGGTAGTAGTCTTCATTGCT	104
*Socs2*	NM_001168657	TGCGGATTGAGTACCAAGATGG	CTGTCCGTTTATCCTTGCACA	132
*Bax*	NM_007527	TGAAGACAGGGGCCTTTTTG	AATTCGCCGGAGACACTCG	140
*Pgr*	NM_008829	CTCCGGGACCGAACAGAGT	ACAACAACCCTTTGGTAGCAG	122
*Areg*	NM_009704	GGTCTTAGGCTCAGGCCATTA	CGCTTATGGTGGAAACCTCTC	137
*GAPDH*	NM_001256799	GGAGCGAGATCCCTCCAAAAT	GGCTGTTGTCATACTTCTCATGG	197
*PROCR*	NM_006404	CCTACAACCGCACTCGGTATG	CGCGGAAATATGTTTCTGCACA	80
*ERS1*	NM_000125	CCCACTCAACAGCGTGTCTC	CGTCGATTATCTGAATTTGGCCT	180

### Western Blot Analysis

Cells were lysed with ice-cold RIPA lysis buffer. Proteins (30 μg) were resolved by SDS-PAGE and transferred to polyvinylidene fluoride membranes. Immunoblots were developed in chemiluminescence reagent (PerkinElmer Life Sciences) and exposed in a dark room. The primary antibodies used were Procr (abcam, ab151403), ER (Merck, #06-935), and beta-actin (Sigma, A2228), and the second antibodies used were horseradish peroxidase-conjugated mouse (CST, 7076S) and rabbit (CST, 7074S).

### Immunofluorescence

Frozen sections were prepared by air-drying and fixing for 5 min in cold 4% paraformaldehyde. Tissue sections were incubated with primary antibodies (K8, 1:500, DSHB; K14, 1:1,000, Dia-An Biotechnology Co., Ltd; Milk, 1:500, Nordic Immunological Laboratories) at 4°C overnight, followed by three washes with PBST. Tissue sections were incubated with secondary antibodies for 1 h at 25°C, and slides were counterstained with DAPI (Thermo Fisher Scientific). Images were taken by a fluorescence microscope (ZEISS, Germany).

### Tumor Models and Analysis

All animal studies were approved by the Wuhan University Animal Care and Use Committee. Breast cancer cell lines MDA-MB-231 (TNBC subtype) and ZR-75-1 (Luminal breast cancer subtype) were transplanted into the fourth fat pad of adult nude mice. Tumors were measured every 3 days with a caliper, and tumor volume was calculated using the following formula: Tumor volume = width × width × length × 0.52. When tumors reached 50–100 mm^3^, mice were divided into groups for treatment. Baicalin was injected at a concentration of 200 mg/kg BW every day, and the control group was injected with an equal amount of vehicle. The treatment was terminated when the tumor volume reached 1,000 mm^3^.

### Luciferase Assay

The *Procr* and *Esr1* promoters were separately cloned into the pGL4.17 vector to generate the luciferase reporters (Geng et al., 2020). 293T cells were plated into 24-well tissue culture dishes. After 16–20 h, 293T cells were co-transfected with 0.33 μg firefly luciferase reporter plasmid (pGL4.17) containing the promoter region of *Procr* or *ER*, 0.033 μg Renilla luciferase plasmid (pRL-TK), and a specific amount of baicalin per well of the 24-well plates. After 24 h, the cells were lysed and luciferase activities were measured using the Dual-Luciferase Reporter Assay System (Promega, Madison, United States). The experiment was repeated three times.

### RNA Sequencing and Data Processing

The 3D-cultured basal and luminal cells were harvested. Total RNA was extracted using RNAiso plus (Takara). mRNA was then enriched by oligo (dT) beads. RNA-seq libraries were generated using the KAPA Stranded RNA-seq Kit for Illumina with multiplexing primers, according to the manufacturer’s protocol. Then sequencing was performed on an Illumina Nova sequencer.

Reference genome and gene model annotation files were downloaded from the Ensembl genome website directly (Folder: Mus_musculus.GRCm38.94.chr.fa). We selected HISAT2 as the mapping tool. The number of perfect clean tags for each gene was calculated and then normalized in fragments per kilobases per million mapped Reads (FPKM) by the software of featureCounts v1.5.0. Genes with an FPKM > 0 in all samples were retained for further analysis. Genes were defined as differentially expressed genes (DEGs) if the *P*-value of the computed *t*-test was < 0.05 and the log_2_ fold change in expression was > 1. Heatmaps were generated using R.

GSEA was performed to examine whether the genes identified as DEGs for each cell type were members of specific signaling pathways. GO analysis of DEGs was implemented using the GOseq R package, in which gene length bias was corrected. GO terms with a *P*-value less than 0.05 were considered significantly enriched. KEGG analysis is used to understand high-level functions and utilities of a biological system from molecular-level information and other high-throughput experimental technologies. We used GSEA 4.1.0 software to test the statistical enrichment of DEGs in KEGG pathways.

### Statistical Analysis

All of the results are presented as mean ± SD unless otherwise stated. Differences were considered significant when *P* < 0.05 in an unpaired Student’s *t*-test in Prism 6.0. Three independent experiments were carried out for statistical analysis unless specified otherwise.

## Results

### Baicalin Promotes Mammary Duct Elongation at Puberty and Alveolar Development During Pregnancy

There are two key stages of postnatal mammary development: one at puberty, mainly driven by E2, and the other during pregnancy, mainly driven by PG. To understand the regulatory effects of baicalin during mammary development, we first studied its effect at puberty; 3-week-old female wild-type mice were intraperitoneally injected with baicalin. The fourth mammary glands were taken from mice at 5, 6, and 9 weeks of age for carmine staining (Figure 1A). The results of wholemount carmine staining indicated that the ducts of the baicalin group at 5 and 6 weeks were significantly longer than those of the control group, but there was no significant difference at 9 weeks of age, as determined by measuring the distance from the end of the duct to the lymph node (LN) (Figures 1C,D). In the presence of baicalin, there was no difference in the formation of lateral branches (data not shown).

To observe the effects of baicalin during pregnancy, baicalin was injected intraperitoneally on day 0.5 of pregnancy (P0.5d), and then once a day until tissue sample collection. Carmine staining was performed on P5.5d, P10.5d, and P15.5d (Figure 1E). The results of carmine staining indicated that there were significantly more alveoli in the baicalin group than in the control group at P5.5d, P10.5d, and P15.5d (Figures 1F,G). To understand the effect of baicalin on mammary function, we measured milk secretion during pregnancy. Immunofluorescence analysis indicated that milk secretion occurred significantly earlier in the baicalin treatment group than in the control group (Figures 1H,I). Together, these data indicated that baicalin promotes the development of the mammary gland at two critical stages. Of note, baicalin can also promote the secretion of milk.

### Baicalin Induces Duct Growth and Lateral Branching in an Ovariectomized Mouse Model

We have shown that baicalin can promote mammary development in wild-type mice. To test whether baicalin can replace endogenous ovarian hormones to maintain mammary development, we further investigated the effect of baicalin in an ovariectomized Actin-DsRed mouse model (Figure 2A). Baicalin was injected intraperitoneally, and the fourth pair of mammary glands were examined in mice at 7 and 9 weeks of age by monitoring fluorescence. FACS analysis was used to analyze the mammary epithelial cell population. We observed that baicalin significantly increased the formation of the second and third grade duct branches in 7- and 9-week-old mice, and promoted significantly more duct elongation in 7-week-old mice, as illustrated by wholemount imaging and statistical analysis (Figures 2B–E). However, in 9-week-old mice, the mammary glands of the control group were all extended, filling the fat pad, similar to those of the baicalin-treated group (Figures 2C–E). Together, these data further strengthen the hypothesis that baicalin promotes mammary gland development and plays a role similar to that of endogenous steroid hormones.

**FIGURE 2:**
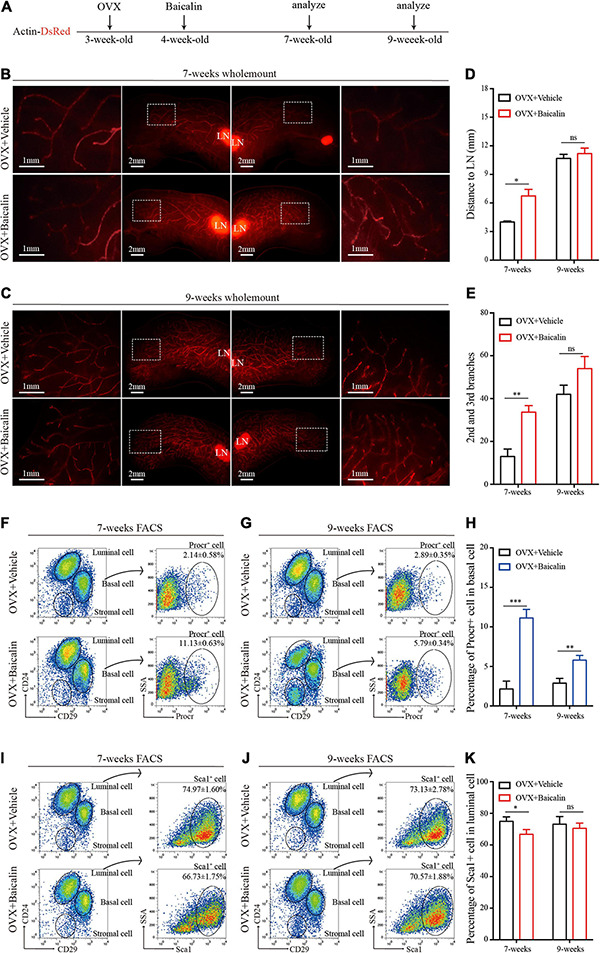
Baicalin accelerates mammary development in an ovariectomized model. **(A)** Illustration of the baicalin treatment strategy using Actin-DsRed ovariectomized (OVX) mice. Four-week-old OVX mice were treated with baicalin, and mammary glands were harvested from 7- and 9-week-old mice. **(B,C)** Wholemount staining (red) of mammary glands isolated at from 7-week-old **(B)** and 9-week-old **(C)** female mice. The white box indicates the focal structure. The data represent three independent experiments. **(D)** Quantification of mammary gland duct length indicates that baicalin accelerates the elongation of the mammary gland duct in 7-week-old mice. Student’s *t*-test: *P < 0.05; ns, not significant. **(E)** Quantification of lateral branches indicates that baicalin increases the formation of the second and third side branches of mammary glands in 7- but not 9-week-old mice (ns). Student’s *t*-test: **P < 0.01; ns, not significant. **(F,G)** FACS analysis of mammary epithelial cells revealed the percentages of Procr^+^ basal cells in 7-week-old **(F)** and 9-week-old **(G)** mice. **(H)** Quantification analysis indicates that baicalin increases the number of Procr^+^ basal cells in 7- and 9-week-old mice. Student’s *t*-test: ***P < 0.001; **P < 0.01. **(I,J)** FACS analysis of mammary epithelial cells revealed the percentages of Sca1^+^ luminal cells in 7-week-old **(I)** and 9-week-old **(J)** mice. **(K)** Quantification analysis indicates that baicalin decreases the number of Sca1^+^ luminal cells in 7-week-old mice. Student’s *t*-test: * *P* < 0.05; ns, not significant.

### Baicalin Promotes Proliferation of Procr-Labeled MaSCs *in vivo*

The hormone signal-responsive cells labeled with Sca1 located in the mammary luminal layer are responsible for receiving hormone signals that regulate mammary gland development. Procr-labeled MaSCs exist in the mammary basal layer and maintain the stability of the mammary epithelial cell populations. Both types of cells play an important role in the development of the mammary gland (Shehata et al., 2012; Wang et al., 2015). To understand how baicalin promotes the elongation of the mammary duct and the formation of lateral branches, we further investigated the regulatory effect of baicalin on Sca1-labeled mammary luminal cells and Procr-labeled MaSCs. FACS analysis indicated that in the presence of baicalin, the number of Procr-labeled MaSCs (Lin^–^CD29^*hi*^CD24^+^Procr^+^) of 7- and 9-week-old mice increased significantly (Figures 2F–H), whereas the number of Sca1-labeled luminal cells (Lin^–^CD29^*lo*^CD24^+^Sca1^+^) decreased slightly (Figures 2I–K). Taken together, the results suggest that baicalin can promote the proliferation of Procr-labeled MaSCs in an ovariectomized mouse model.

### Baicalin Promotes the Expansion of MaSCs and Inhibits Proliferation of Luminal Cells *in vitro*

Expanding stem cells *in vitro* is important for regeneration medicine but has been a challenge. In view of the fact that baicalin can promote the proliferation of MaSCs *in vivo*, it is of great interest to determine whether baicalin can promote the self-renewal of MaSCs *in vitro*, and whether it can be used as a growth factor to promote the expansion of MaSCs. Next, we used baicalin to expand MaSCs *in vitro*. We also investigated the effect of baicalin on breast luminal cells *in vitro*. Basal cells or luminal cells were cultured in matrix gel in the presence of baicalin. Colony size and numbers of basal and luminal cells were measured after consecutive rounds of passaging to evaluate their colony forming ability. Basal cell colonies in the third passage were collected and transplanted into the cleared fat pads of immunocompromised recipients by gradient dilution (Figure 3A). We observed that baicalin significantly increased the number of basal cell colonies in serial passages, and the colony size of basal cells was also significantly increased (Figures 3B–D). On the contrary, baicalin significantly reduced the colony size and number of luminal cells (Figures 3E–G). This is consistent with the *in vivo* experimental results. To test whether the cells proliferated *in vitro* maintain the characteristics of stem cells during the process of expansion, we transplanted the cell colonies from the third passage into cleared fat pads to assess mammary outgrowth. We observed that in the vehicle group, there was no mammary outgrowth when 50 and 100 colonies were transplanted, but there was mammary outgrowth when 200 colonies were transplanted, with a repopulating frequency of 1/569.2. However, the amplified colonies from the baicalin-treated group showed effective reconstitution ability; when 50 colonies were transplanted, there was a small amount of outgrowth, and when 100 and 200 colonies were transplanted, there was efficient mammary reconstitution, with a repopulating frequency of 1/151.6 (Figures 3H,I). Together, these results indicated that baicalin promotes the proliferation of MaSCs and maintains their properties, but inhibits the proliferation of luminal cells.

**FIGURE 3:**
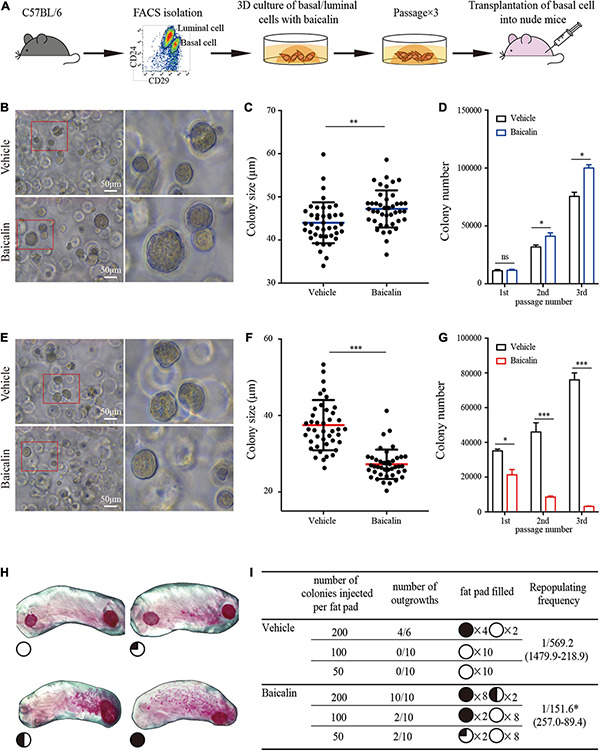
Baicalin promotes the colony formation ability and regeneration capacity of basal cells. **(A)** Illustration of the use of FACS to obtain basal and luminal cells, 3D culturing of basal and luminal cells under baicalin treatment, and basal cell transplantation assays. **(B)** The colony formation efficiency of basal cells after treatment with baicalin in Matrigel culture. Scale bar, 50 μm. The red box indicates the focal structure. The data represent three independent experiments. **(C)** Colony size of basal cells in Matrigel culture. Student’s *t*-test: **P < 0.01. **(D)** Number of basal cell colonies after three passages. Student’s *t*-test: *P < 0.05; ns, not significant. **(E)** The colony formation efficiency of luminal cells after treatment with baicalin in Matrigel culture. Scale bar, 50 μm. The red box indicates the focal structure. The data represent three independent experiments. **(F)** Colony size of luminal cells in Matrigel culture. Student’s *t*-test: ***P < 0.001. **(G)** Colony number of luminal cells after three passages. Student’s *t*-test: ***P < 0.001; *P < 0.05. **(H)** Representative images of fat pads with different percentages of filling. **(I)** The numbers and sizes (shown as the percentage of fat pad filled) of mammary outgrowths are combined from three independent experiments.

### *Procr* Expression Is Up-Regulated in the Presence of Baicalin

As shown above, baicalin can promote the expansion of MaSCs labeled with Procr both *in vivo* (ovariectomized model) and *in vitro*. To determine whether this is due to baicalin-mediated up-regulation of *Procr* expression, we first measured *Procr* expression in cultured basal cells treated with baicalin. Quantitative real-time PCR (RT-qPCR) analysis indicated that *Procr* mRNA levels were significantly up-regulated in the first, second, and third passages of basal cells in the presence of baicalin (Figure 4A). Then, we investigated the expansion of Procr-labeled MaSCs in wild-type mice. FACS analysis indicated that the number of Procr-labeled MaSCs was also significantly increased after baicalin administration (Figure 4B). Next, we investigated whether baicalin up-regulates *Procr* expression in a dose-dependent manner. Primary mammary cells were cultured in the presence of various doses of baicalin for 48 h. Western blot and RT-qPCR analyses indicated that baicalin up-regulated the expression of *Procr* in a dose-dependent manner (Figure 4C). To investigate whether baicalin regulates the transcription of *Procr*, we utilized a luciferase reporter driven by the mouse *Procr* proximal promoter (2.0 kb upstream of the first ATG). The results showed that baicalin induced luciferase expression in a dose-dependent manner (Figure 4D). Together, these data indicated that *Procr* expression is up-regulated by baicalin, and that baicalin directly promotes the transcription of the *Procr* gene.

**FIGURE 4:**
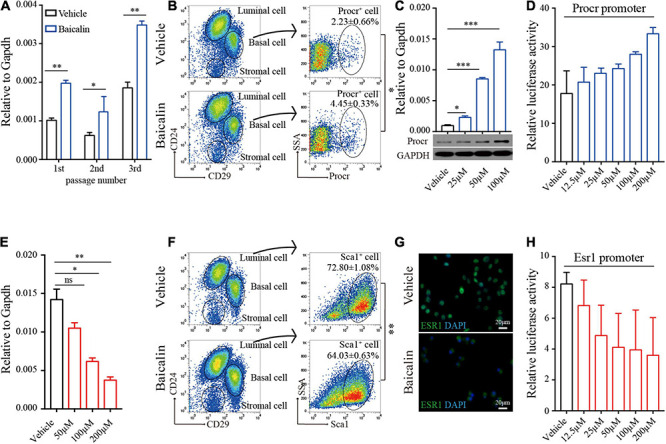
Baicalin up-regulates *Procr* expression and down-regulates *Esr1* expression. **(A)** RT-qPCR analyses were performed to detect *Procr* expression in basal cells after different numbers of serial passages. Data are presented as mean ± SD from three independent experiments. Student’s *t*-test: **P < 0.01; *P < 0.05. **(B)** FACS of mammary epithelial cells to determine the percentage of Procr + basal cells in C57BL/6 mice. Student’s *t*-test: *P < 0.05. **(C)** RT-qPCR and western blot analyses were performed to detect *Procr* expression in primary cells treated with baicalin. Data are presented as mean ± SD from three independent experiments. Student’s *t*-test: ***P < 0.001; *P < 0.05. **(D)** Luciferase assays of *Procr* promoter activity. Data are presented as mean ± SD from three independent experiments. **(E)** RT-qPCR analyses were performed to detect *Esr1* expression in luminal cells. Data are presented as mean ± SD from three independent experiments. Student’s *t*-test: **P < 0.01; *P < 0.05; ns, not significant. **(F)** FACS of mammary epithelial cells to determine the percentage of Sca1^+^ luminal cells in C57BL/6 mice. Student’s *t*-test: **P < 0.01. **(G)** Immunostaining images of ESR1 protein in ZR-75-1 cells upon treatment with baicalin. Scale bar, 20 μm. **(H)** Luciferase assays of *Esr1* promoter activity. Data are presented as mean ± SD from three independent experiments.

### *Esr1* Expression Is Down-Regulated Upon Baicalin Treatment

FACS analysis detected a slightly decreased number of Sca1-labeled luminal cells (Esr1^+^/Pgr^+^) in the ovariectomized model after baicalin administration. Similar results were obtained in FACS analysis of the wild-type mouse model (Figure 4F). Since the luminal cells labeled with Sca1 are known to express *Esr1* (Shehata et al., 2012), these results suggest that *Esr1* expression may be down-regulated by baicalin. To determine whether baicalin downregulates *Esr1* and causes a decrease in the number of Sca1-labeled luminal cells, we examined *Esr1* expression in cultured luminal cells treated with baicalin. RT-qPCR analysis indicated that baicalin significantly reduced the expression of *Esr1* in a dose-dependent manner (Figure 4E). Notably, in the control group ESR1 was mainly located in the nucleus, while in the baicalin-treated group ESR1 localized to the cytoplasm (Figure 4G). To investigate whether baicalin regulates the transcription of *Esr*1, we utilized a luciferase reporter driven by the proximal promoter of mouse *Esr1* (Geng et al., 2020). We found that luciferase activity was down-regulated by baicalin in a dose-dependent manner (Figure 4H). Together, these data suggest that the expression of *Esr1* is down-regulated by baicalin at the transcriptional level.

### Baicalin Activates Multiple Signaling Pathways Related to Tissue and Organ Morphogenesis in Basal Cells

We found that baicalin can regulate the behavior of MaSCs and mammary development. To obtain a comprehensive understanding of the biological activity of baicalin, we analyzed the changes in the transcriptome of mammary basal cells induced by baicalin by performing RNA sequencing (RNA-seq). 

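RNA from 3D-cultured mouse mammary cells labelled basal, the outer layer of the mammary epithelium, was sequenced after treatment with 100 μM baicalin or with DMSO as the control. mRNA was enriched with oligo (dT) beads and stranded libraries were made, 1 library per condition. The authors aligned the reads to the mouse genome GRCm38 with HISAT2, counted them per gene with featureCounts on the Ensembl release 94 annotation, and deposited fragments per kilobase scaled to library depth (FPKM) with 4 decimals for 54446 genes. The strand setting of the counting is not given in the paper's text. Each FPKM multiplied by the exon length of its gene fell on steps worth 1 fragment, and these steps gave 19853667 counted fragments in the DMSO library and 20283060 in the baicalin library. Of the genes with low counts, 97.9% in the DMSO library and 98.0% in the baicalin library came out as whole fragments. In the DMSO library 20939 genes had an FPKM above 0, and in the baicalin library 20898 genes did. Genes with an FPKM above 0 in all 4 libraries of the study analysed here were kept, which left 17787 genes. Changes are given as log2((baicalin FPKM + 1)/(DMSO FPKM + 1)), which understates the change of genes with low FPKM. With 1 library per condition there are no replicates, no p-value is given, and the t-test in the paper's methods could not be repeated from these values. The 95% intervals on FPKM ratios are exact Clopper-Pearson intervals from the recovered fragments, and they cover counting error only. In the libraries labelled basal, 383 genes were higher by more than 1 on the log2 scale with baicalin and 592 were lower by more than 1. The threshold and the pseudocount moved these counts most. With a threshold of 2, 41 genes were higher and 132 lower, and without a pseudocount 1693 genes were higher and 2054 lower by more than 1. The largest rise among genes with an FPKM of at least 5 in a library was that of Gsta1 (ENSMUSG00000074183, chromosome 9, 78230656 to 78242684), from 0.263 to 46.4 FPKM, a log2 change of 5.23. Gsta1 is nearly identical to Gm3776 and Gsta2, so the split of fragments between these genes is uncertain. Summed over Gsta1 and its near-identical copies, depth-scaled fragments rose 105-fold. Slc7a11 (ENSMUSG00000027737) rose from 2.73 to 76.4 FPKM and Gdf15 (ENSMUSG00000038508) from 3.26 to 60.6 FPKM. Slc7a11 shares stretches of up to 375 of its 13922 exon bases with 9 other genes. The part of its fragments that comes from these stretches is uncertain. Summed over Slc7a11 and the 8 of these genes in the data, depth-scaled fragments rose 2.25-fold. Slc7a11 held 755 of the 11847 fragments of that sum with DMSO. The sum counts these genes whole, so it does not give the rise of Slc7a11 alone. The largest falls were those of Krt5, Krt6a, Mki67, Gbp3 and Col17a1, with log2 changes of -5.01, -4.04, -3.44, -3.35 and -3.32. Krt6a has a near-identical copy, Krt6b.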

Gene ontology (GO) enrichment analysis revealed that baicalin activated multiple organ development-related genes, such as those involved in the Wnt signaling pathway, stem cell proliferation, stem cell division, and mammary gland alveolus development (Figure 5A). 

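The gene sets behind the GO terms were not used here, so lists written from general knowledge of each pathway stood in for them. For each list the median log2 change was set beside 10000 random lists of the same size and matched expression. Of the 105 genes listed for Wnt signaling, 82 were tested in the libraries labelled basal, and 27 were higher and 55 lower with baicalin. Their median log2 change was -0.13, against a central 95% of -0.06 to 0.08 in the random lists. Among members with an FPKM of at least 5 the median was -0.12 and lay inside the central 95%, at percentile 3.17. The members with the largest change were Dkk3 (ENSMUSG00000030772, chromosome 7, 112116017 to 112159057), which fell from 15.2 to 1.79 FPKM, Nkd2 (ENSMUSG00000021567), which fell from 43.1 to 9.61 FPKM, and Sfrp1 (ENSMUSG00000031548), which fell from 6.56 to 1.22 FPKM. The list holds Wnt antagonists such as Sfrp1 beside activators, so its median gives no direction for the activity of the pathway. Of 52 Notch signaling genes, 21 were higher and 31 lower, with a median of -0.06 inside the central 95% of the random lists, at percentile 8.6. Of 10 alveolar luminal markers, 7 were tested and all 7 were lower with baicalin by sign. The fall of Ltf, a ratio of 0.932 (0.798 to 1.09), did not exceed the counting error. These genes mark a cell type and are not the genes of the alveolus development term. Their median log2 change was -0.82, at percentile 0.045 of the random lists. No list was made for stem cell proliferation or stem cell division.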

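The heatmap in Fig. 5B names 25 genes, 8 of them shown higher with baicalin. In the libraries labelled basal these 8 genes were higher, 7 of them by more than 1 on the log2 scale. The other 17 were lower, 10 of them by more than 1. Directions are by sign alone, and the falls of Esr1 and Pgr, which are among the 17, did not exceed the counting error. The protein C receptor gene Procr (ENSMUSG00000027611, GRCm38 chromosome 2, 155751117 to 155755471) rose from 4.14 FPKM with DMSO to 12.3 FPKM with baicalin, a ratio of 2.98 (95% interval 2.50 to 3.57). Areg (ENSMUSG00000029378, chromosome 5, 91139599 to 91148432) rose from 63.2 to 158 FPKM, a ratio of 2.51 (2.36 to 2.66). Socs2 (ENSMUSG00000020027, chromosome 10, 95385362 to 95417180) rose from 5.14 to 11.7 FPKM, a ratio of 2.27 (2.11 to 2.45). Bax (ENSMUSG00000003873, chromosome 7, 45461697 to 45466898) rose from 20.5 to 50.2 FPKM, a ratio of 2.45 (2.23 to 2.69). Elf5 (ENSMUSG00000027186, chromosome 2, 103411688 to 103450989) fell from 14.9 to 5.63 FPKM, a ratio of 0.379 (0.346 to 0.414). On the log2 scale with 1 FPKM added, Vegfa (ENSMUSG00000023951) had the largest rise of the 25 genes, from 27.3 to 107 FPKM, and Pthlh (ENSMUSG00000048776) the largest fall, from 11.1 to 1.03 FPKM. Without the added FPKM, Sostdc1 fell further, with fewer than 3 fragments in the baicalin library, and was at least 25.9-fold lower. Gli2 and Tph1 had 3 fragments there, and no fold is given for them.

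**Figure D1:**
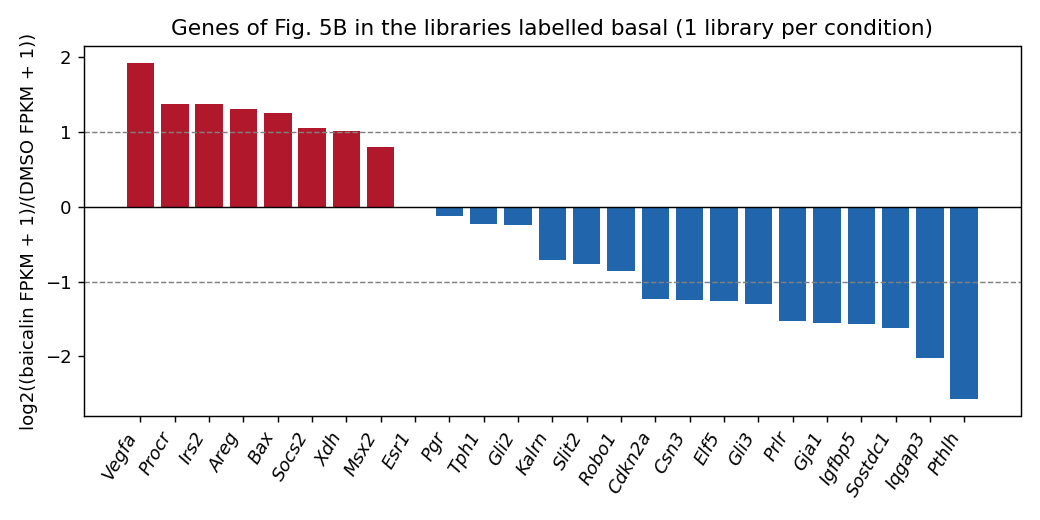
Log2 change of the 25 genes of Fig. 5B in the libraries labelled basal, with 1 library per condition and no error bars. Bars start at 0 and dashed lines mark changes of 1 and -1, and Vegfa and Pthlh stand at the ends with 1.92 and -2.58.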

Heatmap analysis indicated that many critical genes, including *Procr*, *Areg*, *Elf5*, *Socs2*, and *Bax*, that are related to mammary gland development in basal cells were up-regulated after baicalin treatment (Figure 5B). The expression levels of these key genes were measured by RT-qPCR. The results indicated that the *Procr*, *Elf5*, *Socs2*, *Bax*, and *Areg* genes were significantly up-regulated in the baicalin-treated group, which validated the accuracy of the RNA-seq results. In addition, RT-qPCR results indicated that the expression levels of *Esr1* and *Pgr* in basal cells were extremely low, which further confirmed that the sorted cells used for sequencing were basal cells (Figure 5C). 

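In the libraries labelled basal, Esr1 (ENSMUSG00000019768, chromosome 10, 4611593 to 5005614) had 0.992 FPKM with DMSO and 0.982 with baicalin, a ratio of 0.990 (95% interval 0.833 to 1.18). Pgr (ENSMUSG00000031870, chromosome 9, 8899833 to 8968611) had 1.08 FPKM with DMSO and 0.911 with baicalin, a ratio of 0.845 (0.679 to 1.05). Neither change exceeded the counting error. In the DMSO library labelled luminal, Esr1 had 1.44 FPKM and Pgr 4.81 FPKM. A list of 10 basal cell markers was also read in all 4 libraries. All 10 were higher in the DMSO library labelled luminal than in the DMSO library labelled basal, and all 10 were higher in the baicalin library labelled luminal than in the one labelled basal. Krt5 (ENSMUSG00000061527, chromosome 15, 101707070 to 101712898) had 128 FPKM in the DMSO library labelled basal and 2015 FPKM in the one labelled luminal. Acta2 had 7.66 and 555 FPKM, Trp63 6.01 and 25.2 FPKM, and Krt14 1494 and 2308 FPKM in the same order. Of 10 luminal keratin and epithelial markers, 9 were higher in the DMSO library labelled basal. Krt8 had 1573 FPKM there and 383 FPKM in the library labelled luminal, and Krt18 had 1408 and 298 FPKM. The cell type names are therefore given as labels of the libraries.

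**Figure D2:**
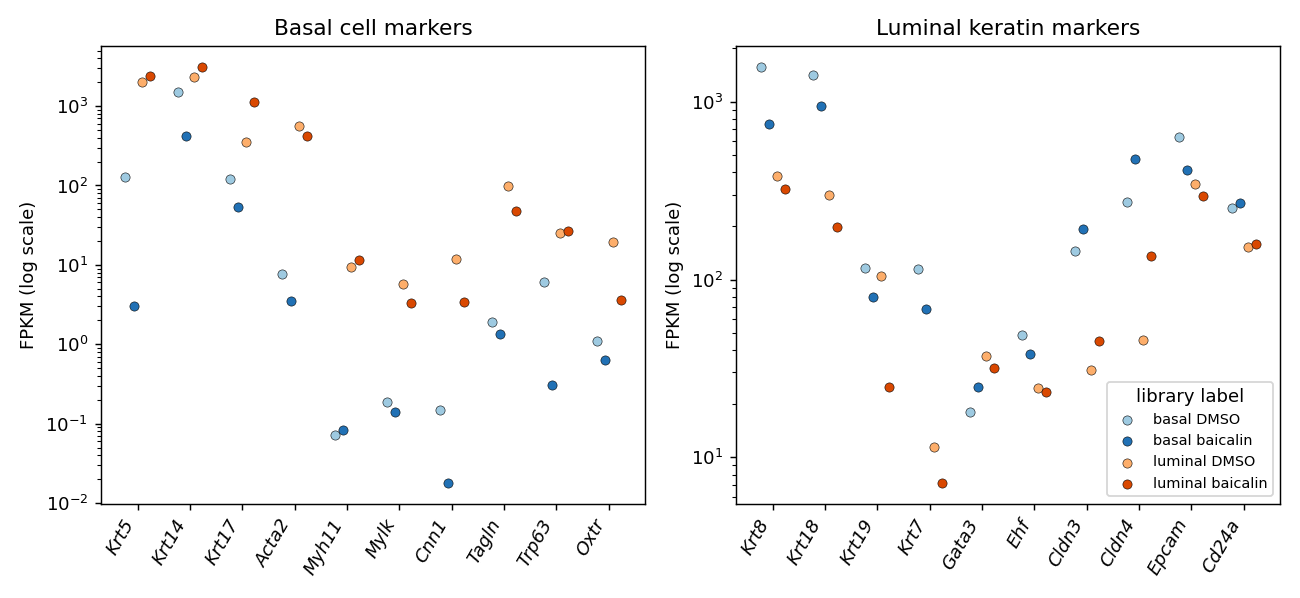
FPKM on a log scale of 10 basal cell markers (left) and 10 luminal keratin and epithelial markers (right), with 1 point per library coloured by its label. All 10 basal cell markers stand higher in the libraries labelled luminal, and 9 of the 10 luminal markers stand higher in those labelled basal.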

GO enrichment analysis revealed that baicalin activates cell division-related pathways (Figure 5D) and immune response-related pathways (Figure 5F). 

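The list of cell cycle genes had 119 members tested in the libraries labelled basal, and 37 of them were higher and 82 lower with baicalin. Their median log2 change was -0.30, at percentile 0 of the random lists, and 29 members were lower by more than 1. Ccna2 (ENSMUSG00000027715, chromosome 3, 36564865 to 36572150) fell from 26.5 to 2.15 FPKM, Plk1 (ENSMUSG00000030867) from 25.1 to 2.47 FPKM and Cdc20 (ENSMUSG00000006398) by a log2 change of -2.68. For DNA replication, 33 of 35 genes were lower, with a median of -0.71. Mcm5 (ENSMUSG00000005410) fell from 21.2 to 2.62 FPKM. Of the immune lists, 44 of 45 interferon response genes were lower, with a median of -1.60. Isg15 (ENSMUSG00000035692, chromosome 4, 156199424 to 156200818) fell from 61.1 to 6.46 FPKM and Ifit1 (ENSMUSG00000034459) by a log2 change of -3.02. Of 40 inflammatory cytokine genes, 30 were lower, with a median of -0.32. Cxcl10 (ENSMUSG00000034855) fell from 15.7 to 1.18 FPKM.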

Gene set enrichment analysis (GSEA) of basal cells also confirmed the enrichment of cell cycle (Figure 5E) and immune response signaling pathways (Figure 5G) after baicalin treatment.

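A weighted running sum over the 17787 genes, ranked by log2 change in the libraries labelled basal, gave an enrichment score of -0.65 for the cell cycle list, at percentile 0 of the random lists. Across the alternatives it lay between -0.72 and -0.56. The score of the NOD-like receptor list was -0.46, at percentile 0.02, and lay between -0.58 and -0.43. That list had 130 members tested, 57 higher and 73 lower with baicalin, and a median log2 change of -0.08. Its median moved inside the central 95% of the random lists, to percentile 28.6, among the 89 members with an FPKM of at least 5. Oas1a (ENSMUSG00000052776, chromosome 5, 120896256 to 120907521) had a log2 change of -2.52. From GSEA of such gene sets, the paper's legend states that cell cycle and NOD-like receptor signaling genes were down-regulated by baicalin in basal cells.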

**FIGURE 5:**
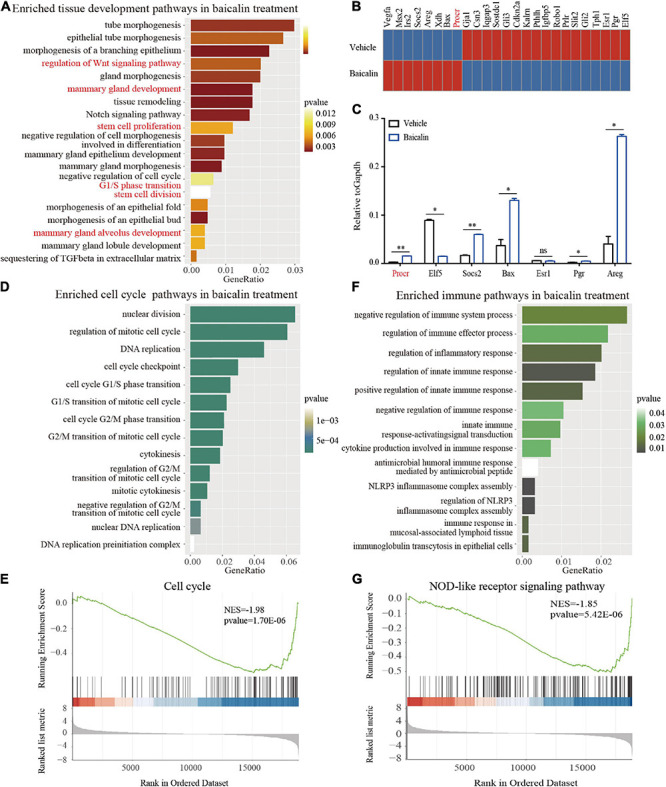
Transcriptome analysis of basal cells treated with baicalin. **(A)** GO enrichment analysis of development-related pathways in 3D-cultured basal cells. **(B)** Heatmap analysis of genes related to mammary gland development differentially regulated in response to baicalin. **(C)** RT-qPCR analysis indicates that baicalin regulates genes related to mammary gland development. Student’s *t*-test: **P < 0.01; *P < 0.05; ns, not significant. **(D)** GO enrichment analysis of cell division-related pathways in 3D-cultured basal cells. **(E)** GSEA (Gene Set Enrichment Analysis) revealed that cell cycle genes are down-regulated by baicalin. **(F)** GO enrichment analysis of immune response-related pathways in 3D-cultured basal cells. **(G)** GSEA revealed that NOD-like receptor signaling pathways are down-regulated by baicalin.

### Baicalin Exhibits Steroid Hormonal Bioactivities in Luminal Cells

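RNA from 3D-cultured cells labelled luminal, the inner layer of the mammary epithelium, was sequenced in the same way with 1 library for 100 μM baicalin and 1 for DMSO. The recovered fragments numbered 19356112 in the DMSO library and 20648817 in the baicalin library, of which 98.2% and 98.1% of the low-count genes came out whole. An FPKM above 0 was found for 22060 genes with DMSO and 22099 genes with baicalin. Libraries of cells treated with E2 + PG were not analysed here, so no overlap with the hormones is given. In the libraries labelled luminal, 421 genes were higher and 282 lower by more than 1 on the log2 scale with baicalin. With a threshold of 2, 60 genes were higher and 46 lower. Across the 17787 genes, the log2 changes in the 2 cell types had a Spearman rho of 0.286, where genes are not independent replicates. Among named genes, Saa3 (ENSMUSG00000040026, chromosome 7, 46711998 to 46715700) had a log2 change of 3.60, and Slc7a11 rose from 2.27 to 35.6 FPKM. Summed over Slc7a11 and the genes it shares stretches with, depth-scaled fragments rose 1.91-fold. The largest falls were those of Pgm5 (ENSMUSG00000041731), Emid1, Frem2, Krt15 and Fbp1, with log2 changes of -4.02, -3.33, -3.19, -3.12 and -3.09. The largest rise was that of Rps26-ps1, with a log2 change of 4.10, a gene with near-identical copies whose counts are uncertain.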

To further understand the underlying molecular mechanism, we compared the gene profiles induced by baicalin with those induced by hormones (E2 + PG). RNA-seq analysis indicated that nearly 40% of the genes up-regulated by baicalin and E2 + PG in 3D-cultured luminal cells overlapped (Figure 6A). 

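With no threshold on the size of the change, 8115 of the 17787 genes tested had a higher FPKM with baicalin in the libraries labelled luminal. When genes were kept that had an FPKM above 0 in both libraries of this cell type, 20001 genes were tested and 8961 of them were higher.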

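For steroid biosynthesis, 18 genes of the list were tested in the libraries labelled luminal, and 15 were higher and 3 lower with baicalin. Their median log2 change was 0.21, at percentile 99.6 of the random lists, and no member changed by more than 1. Hsd17b7 (ENSMUSG00000026675, GRCm38 chromosome 1, 169949535 to 169969241) rose from 7.42 to 13.4 FPKM, a ratio of 1.81 (95% interval 1.65 to 1.98). Msmo1 (ENSMUSG00000031604) rose from 16.3 to 26.1 FPKM. Among the 12 members with an FPKM of at least 5, the median was 0.19, inside the central 95% of the random lists at percentile 97.2. The lysosome and glutathione metabolism lists had medians of 0.15 and 0.18, at percentiles 100 and 99.99.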

We further analyzed the up-regulated genes using KEGG analysis and found that steroid synthesis-related genes were specifically up-regulated by baicalin (Figure 6B), cell cycle-related genes were specifically up-regulated by E2 + PG (Figure 6C), and Hippo signaling pathway-related genes were up-regulated by both baicalin and E2 + PG (Figure 6D). 

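With the luminal label, 9670 genes had a lower FPKM with baicalin, with no threshold on the size of the change. Among genes with an FPKM above 0 in both libraries of the cell type, 11038 were lower.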

As to the down-regulated genes, more than 3,000 genes involved in breast cancer oncogenesis were down-regulated by both baicalin and E2 + PG (Figures 6E,H). 

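Of the 119 cell cycle genes tested in the libraries labelled luminal, 94 were lower with baicalin and 25 were higher, with a median log2 change of -0.26 at percentile 0 of the random lists. For DNA replication, 33 of 35 genes were lower, with a median of -0.64. Mcm6 (ENSMUSG00000026355, GRCm38 chromosome 1, 128331590 to 128359664) fell from 40.6 to 17.9 FPKM and Lig1 (ENSMUSG00000056394) from 21.2 to 9.34 FPKM. The cell cycle members with the largest changes rose. Gadd45a (ENSMUSG00000036390, chromosome 6, 67035096 to 67037457) went from 7.32 to 46.6 FPKM, Cdkn1a (ENSMUSG00000023067) from 24.7 to 72.7 FPKM and Myc (ENSMUSG00000022346) from 14.6 to 40.8 FPKM. The list was not split into genes that promote division and genes that restrain it. These rises therefore do not by themselves run against the fall of the list.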

Meanwhile, cell cycle-related genes were specifically down-regulated by baicalin (Figure 6F), and steroid biosynthesis-related genes were specifically down-regulated by E2 + PG (Figure 6G). Notably, breast cancer- and endocrine resistance-related genes were downregulated by baicalin (Figures 6H,I). It should be emphasized that cell cycle-related genes were up-regulated by E2 + PG and down-regulated by baicalin (Figure 6J). 

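For breast cancer, 120 genes of the list were tested in the libraries labelled luminal, and 54 were higher and 66 lower with baicalin. Their median log2 change was -0.04, inside the central 95% of the random lists at percentile 35.8. For endocrine resistance, 38 of 91 genes were higher and 53 lower, with a median of -0.08 at percentile 5.08, also inside the central 95%. This list passed below the central 95% with a pseudocount of 0.1, with scaling to TPM, and among members with an FPKM of at least 5, with medians of -0.12, -0.11 and -0.11. Kit (ENSMUSG00000005672, chromosome 5, 75574916 to 75656722) fell from 6.59 to 0.957 FPKM and Cdkn2c (ENSMUSG00000028551) from 12.6 to 5.07 FPKM, while Jag1 (ENSMUSG00000027276) rose from 74.1 to 175 FPKM. On the log2 scale with 1 FPKM added, the largest change in the breast cancer list was the rise of Gadd45a, 2.52. In the endocrine resistance list it was the rise of Cdkn1a, 1.52. Neither list was split by the role of its members, so the rise of a single member gives no direction for the pathway. As plain FPKM ratios, Kit fell 6.89-fold and Gadd45a rose 6.37-fold, so the first rank in the breast cancer list depends on the added FPKM. The breast cancer and endocrine resistance lists share 58 genes, so their results are not independent.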

The up-regulation of Hippo signaling-related genes by both baicalin and E2 + PG indicates that baicalin and steroid hormones have similar effects on mammary development (Figure 6K). 

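For Hippo signaling, 76 of the 135 genes tested in the libraries labelled luminal were higher with baicalin and 59 lower. Their median log2 change was 0.04, at percentile 99.2 of the random lists, whose central 95% ran from -0.09 to 0.03. Of the members, 4 were higher by more than 1 and 1 was lower by more than 1. Ccnd2 (ENSMUSG00000000184, chromosome 6, 127125162 to 127152193) rose from 20.2 to 55.3 FPKM and Wnt5a (ENSMUSG00000021994, chromosome 14, 28504750 to 28527448) from 8.37 to 19.4 FPKM. The paper reasons from the shared up-regulation of Hippo genes by baicalin and E2 + PG that baicalin and steroid hormones act alike in mammary development. The hormone side of that comparison was not analysed here.

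**Figure D3:**
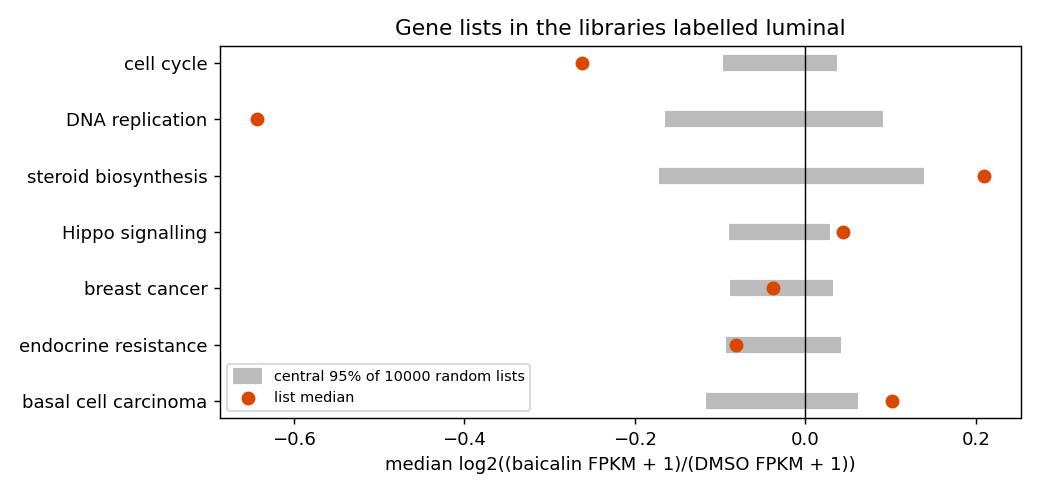
Median log2 change of 7 gene lists in the libraries labelled luminal (points) with the central 95% of 10000 random lists of matched expression (grey bars). The cell cycle and DNA replication lists lie below the bars, the breast cancer and endocrine resistance lists lie inside them, and the other lists shown lie above.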

Taken together, these findings suggest that baicalin exhibits steroid hormone-like biological activities in the regulation of mammary development and breast cancer oncogenesis.

**FIGURE 6:**
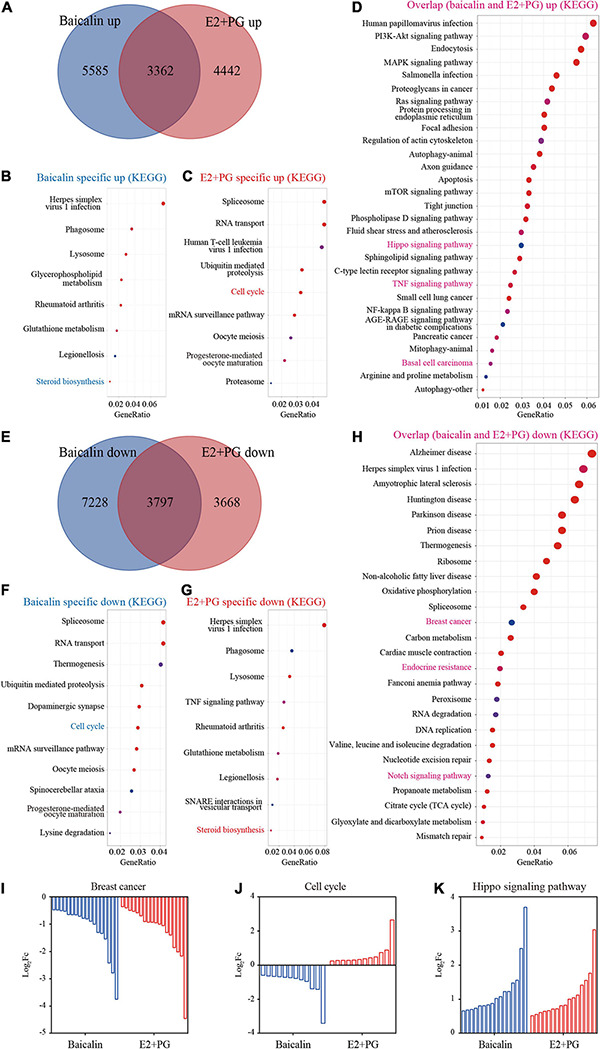
Transcriptome analysis of luminal cells treated with baicalin or E2 + PG. **(A)** Venn diagram showing the overlap of genes up-regulated in 3D-cultured luminal cells treated with baicalin or E2 + PG. **(B,C)** Enriched pathways from KEGG analysis of genes up-regulated in luminal cells treated with baicalin **(B)** and E2 + PG **(C)**. **(D)** Enriched pathways from KEGG analysis of genes in luminal cells up-regulated by both baicalin and E2 + PG. **(E)** Venn diagram showing the overlap of genes down-regulated in 3D-cultured luminal cells treated with baicalin or E2 + PG. **(F,G)** Enriched pathways from KEGG analysis of genes down-regulated in luminal cells treated with baicalin **(F)** and E2 + PG **(G)**. **(H)** Enriched pathways from KEGG analysis of genes in luminal cells down-regulated by both baicalin and E2 + PG. **(I)** Representative pathway (breast cancer) down-regulated by baicalin and E2 + PG. **(J)** Representative pathway (cell cycle) down-regulated in luminal cells by baicalin, but up-regulated in luminal cells by E2 + PG. **(K)** Representative pathway (Hippo pathway) up-regulated in luminal cells by baicalin and E2 + PG.

### Baicalin Suppresses Growth of Luminal Breast Cancer Tumors, but Promotes the Growth of TNBC Tumors

Given that baicalin regulates mammary cell proliferation and mammary development, we next studied the role of baicalin in the treatment of breast cancer. Two breast cancer cell lines, ZR-75-1 (luminal breast cancer subtype) and MDA-MB-231 (TNBC subtype), were used in our study. MTT analysis indicated that the IC50 values of baicalin in MDA-MB-231 and ZR-75-1 cells were 135 and 147 μM, respectively (Figure 7A). We then examined *PROCR* (a known breast cancer stem cell marker) (Wang et al., 2019) expression in MDA-MB-231 cells and *ESR1* expression in ZR-75-1 cells upon baicalin treatment. RT-qPCR and western blot analyses indicated that *PROCR* expression was up-regulated and *ESR1* expression was down-regulated in a dose-dependent manner after baicalin treatment (Figures 7B,C). Xenograft tumor model analysis indicated that baicalin significantly promoted tumor growth of the MDA-MB-231 cell line (Figures 7D–F), but significantly suppressed tumor growth of the ZR-75-1 cell line (Figures 7G–I), as determined by measuring tumor volume and tumor weight. Together, these data suggest that baicalin may have a therapeutic effect on the ZR-75-1 cell line, but not on the MDA-MB-231 cell line.

**FIGURE 7:**
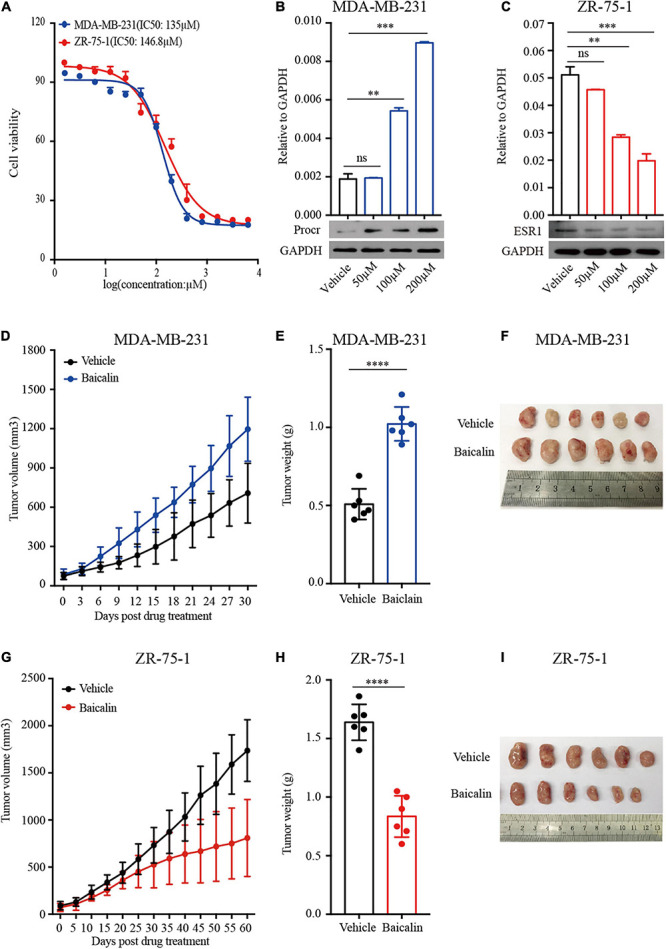
Baicalin promotes the growth of TNBC tumors and suppresses the growth of luminal breast cancer tumors. **(A)** An MTT assay was performed on MDA-MB-231 and ZR-75-1 cells treated with baicalin. **(B)** RT-qPCR and western blot analyses were performed to detect *PROCR* expression in MDA-MB-231 cells treated with baicalin. Data are presented as mean ± SD from three independent experiments. Student’s *t*-test: ^∗∗∗^*P* < 0.001; ^∗∗^*P* < 0.01; ns, not significant. **(C)** RT-qPCR and western blot analyses were performed to detect *ESR1* expression in ZR-75-1 cells treated with baicalin. Data are presented as mean ± SD from three independent experiments. Student’s *t*-test: ^∗∗∗^*P* < 0.001; ^∗∗^*P* < 0.01; ns, not significant. **(D)** Effect of baicalin on tumor volume in an MDA-MB-231 xenograft mouse model. The data are representative results obtained from more than five mice. **(E)** Effect of baicalin on tumor weight in an MDA-MB-231 xenograft mouse model. The data are representative results obtained from more than five mice. Student’s *t*-test: ^∗∗∗∗^*P* < 0.001. **(F)** A representative MDA-MB-231 tumor at the end of the experiment. **(G)** Effect of baicalin on tumor volume in a ZR-75-1 xenograft mouse model. The data are representative results obtained from more than five mice. **(H)** Effect of baicalin on tumor weight in a ZR-75-1 xenograft mouse model. The data are representative results obtained from more than five mice. Student’s *t*-test: ^∗∗∗∗^*P* < 0.001. **(I)** Representative ZR-75-1 tumor at the end of the experiment.

## Discussion

The development of mammary glands is driven by steroid hormones (Feng et al., 2007; Cai et al., 2014); thus, maintaining hormone homeostasis is vital for mammary gland development (Kolla et al., 2018). TCMs have been shown to mediate hormone secretion and regulate physiological homeostasis. For example, *S. baicalensis*, an important Chinese medicine, has been reported to have estrogen-like activity (Ruoguang Wang et al., 2003). However, the effective component of *S. baicalensis* and the molecular mechanism by which it regulates organogenesis are unclear. Baicalin is one of the key components of *S. baicalensis* (Wang G. et al., 2018). In this study, we investigated the effect of baicalin on the development of mammary glands *in vivo*, and the effect of baicalin on the proliferation of mammary gland primary cells *in vitro*. The results indicate that baicalin promotes mammary duct elongation at puberty and alveoli formation during pregnancy in a wild-type mouse model. In addition, the findings using a mouse model lacking endogenous hormones further demonstrate that baicalin induces duct growth and lateral branching. Since we performed unilateral resection in our ovariectomy model, the actual induction of baicalin on duct growth and lateral branching may be more significant. Here, we confirmed that baicalin can be used as a hormonal regulator to promote mammary development during puberty and pregnancy, providing a possible option for the treatment of patients with breast developmental defects.

To further explore baicalin’s function, *in vitro* 3D cultures of basal and luminal cells were used. The results demonstrated that baicalin promotes the self-renewal of MaSCs while inhibiting the ability of luminal cells to form colonies. Previously Zeng and Nusse (2010) established a 3D culture system for MaSC expansion using Wnt3a stimulation. In addition, Cai et al. (2014) established a luminal cell and basal cell co-culture system for MaSC expansion in the presence of E2 and PG. Compared with these previous culture systems, our system using a new mitogen for the expansion of MaSCs is less expensive and more conducive to clinical application.

Herbs, especially TCMs, are considered to have therapeutic or symptom-alleviating effects in a variety of diseases. An extensive survey indicated that a considerable number of cancer patients are treated with Chinese herbal medicines (Damery et al., 2011). Studies showed that herbal medicines exhibit anti-cancer activity in various tumors: the Chinese herbal medicine Qingyihuaji Formula is usually used as an anti-cancer agent in pancreatic cancer therapy (Mattei et al., 2013); Ginseng can be used as an anti-cancer agent in the treatment of colorectal cancer (Wang and Yuan, 2008); and Withaferin A can inhibit breast tumor growth (Nagalingam et al., 2014). So far, there are more than 60 herbal complexes being studied as anti-cancer reagents (Pei et al., 2015). The studies to date have mainly focused on processes such as the epithelial-mesenchymal transition (Chung et al., 2015), inflammation (Lin et al., 2014), fibrosis (Huang et al., 2016), and abortion (Chen et al., 2015). The results from our study using a breast cancer model showed that baicalin promoted tumor growth of the MDA-MB-231 cell line (TNBC subtype), while suppressing tumor growth of the ZR-751 cell line (luminal breast cancer subtype). These results from xenograft tumor models were consistent with the results from 3D-cultured mammary primary cells, and indicated that baicalin promotes the growth of basal cells and inhibits the growth of luminal cells. However, we didn’t detect an effect of baicalin on HER2-positive breast cancer. Therefore, the effect of baicalin on HER2-positive breast cancer is unknown. The function of baicalin should be investigated in more breast cancer cell lines. Taken together, our results show that TCMs should be precisely chosen according to the patient’s condition, otherwise they may be counterproductive.

To further understand the molecular mechanism, the signaling pathways in which baicalin participates in basal cells were investigated by transcriptome analysis. Interestingly, the enrichment of the mammary gland alveolus development pathway in basal cells was consistent with the increase in alveolar formation during pregnancy in the presence of baicalin. In addition, the enrichment of cell cycle and immune response signaling pathways after baicalin treatment is consistent with previous reports that baicalin triggers cell cycle arrest at the S phase (Gong et al., 2017) and suppresses inflammatory processes (Yang et al., 2019).

In the transcriptome analysis of luminal cells, breast cancer- and endocrine resistance-related genes were downregulated by baicalin, which was accordance with the inhibitory effect of baicalin on the ZR-751 cell line, suggesting that baicalin has the potential for application in the treatment of certain types of breast cancer. However, basal cell carcinoma genes were up-regulated by both baicalin and E2 + PG, which was accordance with the stimulatory effect of baicalin on the MDA-MB-231 cell line, indicating that baicalin should not be used for triple negative breast cancer patients. It should be emphasized that cell cycle-related genes were up-regulated by E2 + PG and down-regulated by baicalin, which may explain why baicalin inhibited the proliferation of luminal cells, while E2 + PG did not. 

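For basal cell carcinoma, 33 of 54 genes of the list were higher with baicalin in the libraries labelled luminal and 21 lower. The median log2 change was 0.10, at percentile 99.8 of the random lists. Among the 33 members with an FPKM of at least 5 it was 0.09, inside the central 95% at percentile 96.9. The list holds Gadd45a and Cdkn1a, which had the largest changes in it. Of the 65 genes written for it, 44 are also in the Hippo list, 50 in the breast cancer list and 41 in the Wnt list. Its result is therefore not independent of theirs.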

The up-regulation of Hippo signaling-related genes by both baicalin and E2 + PG indicates that baicalin and steroid hormones have similar effects on mammary development. Taken together, these findings suggest that baicalin exhibits steroid hormone-like biological activities in the regulation of mammary development and breast cancer oncogenesis.

Our study demonstrated that baicalin can act as a growth factor promoting *in vitro* mammary stem cell expansion, and that baicalin administration can promote postnatal mammary development. Our study also indicated that baicalin has an inhibitory effect on ZR-751 cell line tumors. In addition, global signaling pathways activated by baicalin were further revealed through bioinformatics analysis. In all, our study not only validates the biological function of baicalin in an organ development model, but also reveals its underlying biological function through transcriptome analysis. Our research provides theoretical guidance for the application of the traditional Chinese medicine *S. baicalensis* in treatment of human diseases.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: RNA-seq data can be accessed under GEO accession numbers GSE100664 and GSE166157.

## Ethics Statement

The animal study was reviewed and approved by the Animal Care and Use Committee of Wuhan University.

## Author Contributions

WC, LW, and CC designed the experiments. WC, WW, and LY performed the experiments. LY, FH, XZ, and LW analyzed the data. WC, QZ, and CC wrote the manuscript. All authors read and approved the final manuscript.

## Conflict of Interest

QZ was employed by the company Shenzhen Tyercan Bio-pharm Co., Ltd. CC was employed by the company Shenzhen Beike Biotechnology Co., Ltd. The remaining authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

How the deposited data were processed for this re-analysis (not part of the article)

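RNA was measured by sequencing in 4 libraries of 3D-cultured mouse mammary cells, 1 library each for cells labelled basal and luminal, treated with DMSO or with 100 μM baicalin. The authors enriched mRNA with oligo (dT) beads, made stranded libraries, aligned the reads with HISAT2 to GRCm38, counted fragments per gene with featureCounts on the annotation of Ensembl release 94, and deposited FPKM, which are fragments per kilobase of exon scaled to the fragments counted in the library. The deposited table lists 54446 genes, genes at 0 included. No other scaling between libraries was applied by the authors as far as the paper's text says, and the strand setting of the counting is not named there, so antisense and overlapping genes are uncertain.

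Gene positions, exon lengths and gene types came from GENCODE mouse release 21 on GRCm38, which gave an exon length for 54409 genes. The FPKM of low genes multiplied by exon length fell on steps of 1 fragment, which gave the depth of each library and the fragments behind each gene. The fragments were used for exact Clopper-Pearson intervals on FPKM ratios, for lower bounds where a library had at most 3 fragments, and for a filter, not for a count test. Between 19356112 and 20648817 fragments lay behind each library, so 1 fragment on a gene with 1 kb of exons was worth about 0.05 FPKM.

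Changes were computed as log2((baicalin FPKM + 1)/(DMSO FPKM + 1)) on the 17787 genes with an FPKM above 0 in all 4 libraries. Of these, 13873 are protein-coding. The paper's methods kept genes above 0 in all samples, and its E2 + PG samples were not used here. The threshold was a change of 1 on the log2 scale. Since each condition has 1 library, no test between conditions was made. In place of GO and KEGG gene sets, 29 lists were written from general knowledge of each pathway or cell type: cell cycle, DNA replication, NOD-like receptor, inflammatory cytokine, interferon response, Wnt, Notch and Hippo signaling, steroid biosynthesis, breast cancer, endocrine resistance, basal cell carcinoma, markers of basal, hormone-sensing luminal, alveolar luminal, luminal keratin, fibroblast, immune and endothelial cells, ribosome, oxidative phosphorylation, lysosome, glutathione metabolism, targets of p53, NRF2, ATF4 and YAP, hypoxia, and oestrogen and progesterone response. Of the 1206 entries in these lists, 1203 were found by symbol. Each list's median log2 change was given a percentile among 10000 random lists of the same size drawn from 20 bins of mean expression, and a list was taken as standing apart when it lay outside the central 95% of them. These percentiles describe the libraries and are not p-values.

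Genes were named by a rule: the genes of Fig. 5B and of the sequencing results, the 5 largest rises and the 5 largest falls per cell type among genes with an FPKM of at least 5 in a library, the 3 members with the largest change in each list, and the cell markers. Not every gene that this rule selects is reported here. The lists, this rule, the threshold, the filter and the alternatives were fixed before the data were examined. A further 15 genes, and 10 aryl hydrocarbon receptor target genes, were chosen later. The alternatives were a pseudocount of 0.1 or none, 3 other filters on low FPKM, scaling to TPM, centring on the median ratio, random lists of protein-coding genes, genes with at least 10 fragments, list members with an FPKM of at least 5, and a threshold of 2.

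Near-identical genes were found by aligning transcripts, with at least 95% identity over at least 200 bases or a large share of the transcript. The computation was tested on simulated data with 200 genes changed 8-fold. It recovered 100% of the simulated depth, and 99.5% of the changed genes passed the threshold in simulated libraries labelled basal and 100% in those labelled luminal. Of 17581 unchanged genes, 42 and 41 passed it by counting noise. Of 100 unchanged lists, 6 and 3 lay outside the central 95%. The changed genes were drawn above a minimum FPKM with DMSO. The unchanged lists held randomly drawn genes with independent counting noise. They do not show how often lists of genes that vary together between cultures would lie outside. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used. Libraries of E2 + PG treatment, and the study's RT-qPCR, cell sorting and xenograft data, were not analysed here.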

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

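The tests of scaling, few fragments, low values, counting noise, exchanged libraries and other differences between libraries were chosen only after the results were seen. With 1 library per condition, the differences between cell types given here were not tested.

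Lists outside the pathways the paper discusses were higher with baicalin in both cell types. The NRF2 target list had a median log2 change of 1.32 in the libraries labelled basal and 0.87 in those labelled luminal, with 25 of 27 genes higher in both. The ATF4 target list had 0.73 and 0.90, with 29 of 30 genes higher in both, and the p53 target list had 1.07 and 0.73, with 23 of 26 genes higher in both. After centring, the smallest of these 6 medians was 0.71. Among genes with at least 10 fragments it was 0.73, without members that have a near-identical copy 0.72, and without members shared between the 3 lists 0.69. Against random lists matched on expression and exon length, and on expression and GC content, the lowest percentile of the 6 medians was 100. These values argue against scaling, few fragments, copies, shared members, length and GC content as the whole cause. With 1 library per condition, baicalin and any other difference between the 2 cultures of a pair cannot be told apart. A response of NRF2, ATF4 and p53 targets to baicalin is a candidate explanation that remains untested in replicates.

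The hypoxia list was also higher in both cell types, with medians of 0.20 and 0.12, though 15 of its 34 genes were higher in both. After centring the smaller median was 0.15, so scaling does not account for it. Without members of the NRF2, ATF4 and p53 lists, 33 of the 34 genes were left and the lower percentile was 98.1. With so few members shared, that test could hardly change the median, and it does not exclude a common origin with those lists. Among members with an FPKM of at least 5, the percentile was 100 in the libraries labelled basal and 94.9 in those labelled luminal, so in the latter the result may rest on members with low values.

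The inflammatory cytokine list moved in opposite directions in the 2 cell types, with medians of -0.32 in the libraries labelled basal and 0.99 in those labelled luminal. The steroid biosynthesis list did so with -0.41 and 0.21. After centring, the smaller of the 2 differences between cell types was 0.67, and among members with an FPKM of at least 5 it was 0.71. Among those members the steroid biosynthesis median in the libraries labelled luminal was 0.19, at percentile 97.2 and inside the central 95%, so this rise may rest on members with low values. Against random lists matched on exon length or GC content, the least extreme medians lay at percentiles 99.73 and 99.89, counted from the nearer end. Each baicalin library was closest to the DMSO library of its own label, with a Spearman rho across genes of at least 0.959 against at most 0.943 across labels, which argues against exchanged baicalin libraries. A cell type difference in the response stays open, and with 1 library per condition it cannot be told apart from other differences between the libraries.

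The NOD-like receptor list had medians of -0.0795 and 0.0359, and the basal cell carcinoma list -0.10 and 0.10, in the libraries labelled basal and luminal. Among members with an FPKM of at least 5, the NOD-like receptor list moved to percentile 28.6 in the libraries labelled basal, and the basal cell carcinoma list changed sign there. The opposite directions of these lists may therefore come from members with low values, and no biological explanation was tested.

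Of 182 genes named by rule, 7 were past the threshold in opposite directions, all lower in the libraries labelled basal and higher in those labelled luminal. The log2 changes were -2.78 and 1.21 for Ccl2, -1.11 and 1.51 for Cxcl2, -1.58 and 1.37 for Il1rn, -1.19 and 1.67 for Krt17, -4.04 and 2.32 for Krt6a, -1.09 and 1.45 for Ly6a, and -1.03 and 1.40 for Nt5e. The counting intervals lay on opposite sides of 1 in 7 of 7 genes, and after centring the smallest of the changes was 1.05 in size, so counting noise and scaling are excluded as the whole cause. Krt6a shares near-identical sequence with Krt6b. Among all genes, 233 were past the threshold in both cell types, 106 higher in both, 81 lower in both and 46 in opposite directions. Other differences between the libraries cannot be told apart from a cell type difference, with 1 library per condition.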

How the results depend on the processing

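No paired analysis across the cell types was made, and within a cell type each condition has 1 library. No test was chosen after the results were seen in this part. Of 35 comparisons, 18 kept their direction and their side of the threshold under every alternative, among them the cell cycle and DNA replication lists in both cell types, the inflammatory cytokine list in both, and both enrichment scores. The cause of the other changes was not tested unless stated.

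Counts past the threshold followed the pseudocount, which shrinks the changes of low genes. With a pseudocount of 0.1, 1123 genes were higher and 1302 lower in the libraries labelled basal, 1052 and 913 in those labelled luminal, and rho between the cell types was 0.239. Without a pseudocount these were 1693, 2054, 1559 and 1537, with a rho of 0.213. With TPM they were 696, 1002, 718 and 578, with a rho of 0.259. With a threshold of 2 they were 41, 132, 60 and 46. The Spearman correlation between the cell types was 0.346 among genes with an FPKM of at least 1, 0.186 with no filter and 0.323 among genes with at least 10 fragments.

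For the libraries labelled basal, the breast cancer list passed below the central 95% with a pseudocount of 0.1 and with none (-0.0821 and -0.0824), and the endocrine resistance list changed sign with TPM (-0.00459). Among genes with an FPKM of at least 1, the NOD-like receptor and basal cell carcinoma lists moved inside the central 95% (-0.0514 and -0.11), and the Hippo list and the oestrogen and progesterone response list changed sign (0.0327 and 0.00786). Among members with an FPKM of at least 5, the NOD-like receptor and Wnt lists moved inside (-0.0301 and -0.12), the Notch list passed below (-0.16), and the Hippo, breast cancer, basal cell carcinoma, and oestrogen and progesterone response lists changed sign (0.0405, 0.0266, 0.13 and 0.14). The immune cell marker list changed sign among genes with at least 10 fragments (0.00319), with 4 genes left.

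For the libraries labelled luminal, the endocrine resistance list passed below the central 95% with a pseudocount of 0.1 (-0.12), with TPM (-0.11) and among members with an FPKM of at least 5 (-0.11). In that last setting the Wnt list passed below as well (-0.14), and the interferon response, steroid biosynthesis and basal cell carcinoma lists moved inside (-0.11, 0.19 and 0.0925). Centring scaled every gene by one factor and changed the sign of the Wnt list (0.00289), the ribosome list (0.00926) and Gja1 (0.0329), which lay near 0. Among the remaining results, which are single genes and lists that answer no comparison, 88 changes were to past the threshold and 11 to inside it. With about 0.05 FPKM per fragment at 1 kb of exons, changes of genes below that level cannot be shown at this depth.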

Differences from the paper's values

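No test in this part was chosen after the results were seen. The enrichment score of the cell cycle list was -0.65, where the paper's curve reaches about -0.55 in Fig. 5E, read by eye. Of the alternatives set before the data were examined, the score without a pseudocount, -0.56, fell within the reading error of 0.02, and the others did not. The gene list here is not the KEGG set of the paper.

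The enrichment score of the NOD-like receptor list was -0.46, where the paper's curve reaches about -0.50 in Fig. 5G, read by eye. With a pseudocount of 0.1 and with scaling to TPM it was -0.48, within the reading error, and the other alternatives set before the data were examined did not close the gap.

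The number of genes higher with baicalin in the libraries labelled luminal was 8115, where Fig. 6A sums to about 8900, and the number lower was 9670, where Fig. 6E sums to about 11000. With genes kept that had an FPKM above 0 in both libraries of the cell type, an alternative set before the data were examined, the numbers were 8961 and 11038. With an FPKM of at least 1 they were 5925 and 7174, with at least 10 fragments 7121 and 8344, and with no filter 11059 and 13097. The numbers therefore follow the filter, and a close match under one filter does not show that the paper used it. These counts have no threshold on the size of the change.

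The paper's text lists Elf5 among the genes raised by baicalin in basal cells, while its Fig. 5B and Fig. 5C show it lower. Here Elf5 fell from 14.9 to 5.63 FPKM, with a log2 change of -1.26. The paper's text describes genes of the Wnt pathway and of alveolus development as activated in basal cells. The Wnt list here had a median of -0.13, which moved inside the central 95% of random lists among members with an FPKM of at least 5. It holds antagonists beside activators, so its median does not decide on activation. The alveolar luminal markers had -0.82. They mark a cell type and are not the genes of the alveolus development term, so they do not decide on it. The text describes cell division and immune response pathways as activated, while its legend gives both as lowered in the enrichment plots. The medians here were -0.30 for the cell cycle list, -0.71 for DNA replication, -0.32 for inflammatory cytokines and -1.60 for interferon response.

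The paper describes breast cancer and endocrine resistance genes as lowered by baicalin in luminal cells. The medians here were -0.04 and -0.08, both inside the central 95% of random lists. With a pseudocount of 0.1, with TPM and among members with an FPKM of at least 5, the endocrine resistance list lay below it, and the breast cancer list stayed inside in each alternative. The paper sorted the cells sequenced in Fig. 5 as basal and takes their low Esr1 and Pgr as a further sign of it. Here 10 of 10 basal cell markers were higher in the DMSO library labelled luminal than in the one labelled basal.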

Other observations

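The gene lists in this part, other than the aryl hydrocarbon receptor targets, were fixed before the data were examined. All tests of explanations in this part were chosen only after the results were seen. Cyp1a1, Cyp1b1, Tiparp, Ahrr, Gapdh and Gm42418 were chosen after their values were seen.

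The markers of the libraries did not follow their labels. Of 10 basal cell markers, 10 were higher in the DMSO library labelled luminal, with a median ratio of 24.2 to the one labelled basal. Basal cells mixed into the library labelled luminal would leave these markers below their level in the basal cells, so mixing is excluded if the labels hold. Of 10 luminal keratin and epithelial markers, 9 were higher in the DMSO library labelled basal. Of 10 alveolar luminal markers, 7 were higher in the DMSO library labelled basal and 2 in the one labelled luminal. An exchange of the cell type names may explain these differences. Of 10 alveolar luminal markers, 7 were higher in the DMSO library labelled basal and 2 in the one labelled luminal, which goes the same way. Of 10 hormone-sensing luminal markers, however, 4 were higher in the library labelled basal and 5 in the one labelled luminal, which decides neither way. Pgr, Foxa1 and Cited1 had 1.08, 1.80 and 0.0574 FPKM in the DMSO library labelled basal and 4.81, 9.30 and 7.36 FPKM in the one labelled luminal. A change of cell identity in culture cannot be told apart from an exchange of names, since no library of the cells before culture was analysed here. The directions of the 25 genes of Fig. 5B matched the paper's in 25 genes in the libraries labelled basal and in 20 in those labelled luminal. Directions were taken by sign alone. Genes whose change did not exceed the counting error, such as Esr1 with the basal label, are counted too.

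The basal cell markers fell with baicalin in the libraries labelled basal, with a median log2 change of -0.65. In those labelled luminal the median was -0.16. Across the alternatives these medians lay between -1.84 and -0.65 and between -0.16 and -0.11, so the size of the fall depends on the setting. If the signal in the DMSO library labelled basal came from a fixed share of cells like those labelled luminal, each marker would give the same share. The shares ran from 0.767% for Myh11 and 1.38% for Acta2 to 64.7% for Krt14, with a 95% counting interval that reached 1.38% for Myh11, which argues against that explanation for the whole set.

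Cyp1a1 rose from 0.108 to 1.72 FPKM and Cyp1b1 from 156 to 465 FPKM in the libraries labelled basal. Tiparp rose from 29.8 to 62.9 FPKM and Ahrr from 0.203 to 0.809 FPKM. These genes rose in the libraries labelled luminal too, Cyp1a1 from 0.0741 to 4.57, Cyp1b1 from 68.4 to 253, Tiparp from 24.5 to 56.2 and Ahrr from 0.153 to 1.21 FPKM. The hypothesis that baicalin activates the aryl hydrocarbon receptor was set against 10 further target genes, 1 of which, Aldh3a1, had already been seen to rise. Their median lay at percentile 58.6 in the libraries labelled basal and 94.9 in those labelled luminal, both inside the central 95%, and the 8 genes tested had medians of 0.02 and 0.16 in the 2 cell types. Of the 5 with an FPKM above 1 in a library, 2 were higher and 1 lower in both cell types. Members went both ways and several were near 0, so the test leaves the hypothesis open.

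Gapdh had 6.52 FPKM with DMSO and 34.8 FPKM with baicalin in the libraries labelled basal. It has 90 near-identical genes, among which reads may have been split or dropped. Summed over Gapdh and these copies, depth-scaled fragments rose 3.04-fold, so a move of counted reads between them is not the whole cause. The sum held 1181 fragments with DMSO and 3669 with baicalin. Reads dropped before counting are not in it, so it does not show that Gapdh itself rose. Rps26-ps1 rose from 6.56 to 128 FPKM in the libraries labelled luminal, but with its near-identical copies the sum changed 0.913-fold. Gm42418 had 572 and 276 FPKM in the libraries labelled basal and 620 and 291 FPKM in those labelled luminal, with DMSO and baicalin. Mitochondrial genes held 2.78% and 2.40% of fragments in the libraries labelled basal and 4.08% and 3.57% in those labelled luminal.

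Esr1 fell from 1.44 to 0.723 FPKM with baicalin in the libraries labelled luminal, a ratio of 0.502 (95% interval 0.421 to 0.597), and Pgr from 4.81 to 2.09 FPKM. Procr rose in those libraries too, from 2.19 to 11.8 FPKM. The ribosome list had a median log2 change of 0.45 in the libraries labelled basal, with 77 of 78 genes higher, and -0.04 in those labelled luminal. In the order basal and luminal labels, oxidative phosphorylation had -0.09 and -0.24, YAP targets 0.15 and 0.12, oestrogen and progesterone response -0.00111 and 0.04, hormone-sensing luminal markers -0.12 and -0.50, luminal keratin markers -0.44 and -0.21, fibroblast markers -0.38 and 0.09, immune cell markers -0.02 and 0.92, and endothelial cell markers 0.09 and 0.22. Only 5 of the 10 immune cell markers were tested. In the DMSO library labelled luminal, Csf1r had 4 fragments and Laptm5 had 1. The immune marker median with the luminal label lay between 0.06 and 1.63 across the alternatives, so it does not show a rise of immune cells. With the luminal label, the Notch list had a median of -0.06. Alveolar luminal markers had -0.51 and interferon response genes -0.20 in the libraries labelled luminal. With the basal label, the Hippo list had -0.02, the endocrine resistance list 0.03, the breast cancer list -0.04, lysosome 0.21 and glutathione metabolism 0.14. The Wnt list had -0.03 in the libraries labelled luminal. The glutathione metabolism and NRF2 lists share 10 genes.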
